# Identification and Optimization of Classifier Genes from Multi-Class Earthworm Microarray Dataset

**DOI:** 10.1371/journal.pone.0013715

**Published:** 2010-10-28

**Authors:** Ying Li, Nan Wang, Edward J. Perkins, Chaoyang Zhang, Ping Gong

## Abstract

Monitoring, assessment and prediction of environmental risks that chemicals pose demand rapid and accurate diagnostic assays. A variety of toxicological effects have been associated with explosive compounds TNT and RDX. One important goal of microarray experiments is to discover novel biomarkers for toxicity evaluation. We have developed an earthworm microarray containing 15,208 unique oligo probes and have used it to profile gene expression in 248 earthworms exposed to TNT, RDX or neither. We assembled a new machine learning pipeline consisting of several well-established feature filtering/selection and classification techniques to analyze the 248-array dataset in order to construct classifier models that can separate earthworm samples into three groups: control, TNT-treated, and RDX-treated. First, a total of 869 genes differentially expressed in response to TNT or RDX exposure were identified using a univariate statistical algorithm of class comparison. Then, decision tree-based algorithms were applied to select a subset of 354 classifier genes, which were ranked by their overall weight of significance. A multiclass support vector machine (MC-SVM) method and an unsupervised K-mean clustering method were applied to independently refine the classifier, producing a smaller subset of 39 and 30 classifier genes, separately, with 11 common genes being potential biomarkers. The combined 58 genes were considered the refined subset and used to build MC-SVM and clustering models with classification accuracy of 83.5% and 56.9%, respectively. This study demonstrates that the machine learning approach can be used to identify and optimize a small subset of classifier/biomarker genes from high dimensional datasets and generate classification models of acceptable precision for multiple classes.

## Introduction

DNA microarray, a maturing genomic technology, has been used extensively as a diagnostic tool to complement traditional approaches such as histopathological examination for various diseases (particularly cancers) because microscopic appearances sometimes can be deceiving [1]–[4]. Microarrays have also successfully served as a research tool in discovering novel drug targets [5] and disease- or toxicity-related biomarker genes for cancer classification [6]. In ecological risk assessment, indigenous species such as fish and earthworms are often used as bioindicators for adverse effects caused by environmental contaminants. Previously, we developed an earthworm (*Eisenia fetida*) cDNA microarray to analyze toxicological mechanisms for two military-unique explosive compounds 2,4,6-trinitrotolune (TNT) and 1,3,5-trinitro-1,3,5-triazacyclohexane (also known as Royal Demolition eXplosive or RDX) [7], [8]. These two compounds exhibit distinctive toxicological properties that are accompanied by significantly different gene expression profiles in the earthworm *E. fetida* [7]–[9], which has motivated us to look further into toxicant- or toxicity-specific signature genes/biomarkers. The second motivation comes from the fact that many diagnostic assays exist for human diseases while very few are available for evaluating impacts on environmentally-relevant organisms. Gross survival, growth and reproduction rates are often used as assessment endpoints without reflecting the diseased population of affected animals that is an important part of long-term impact assessment. The last motivation is that computational tools such as machine learning techniques have been widely used in cancer and toxicant classification with microarray data but rarely applied in microarray data analysis of environmentally relevant organisms [10]–[12].

From a regulatory standpoint, there is an increasing and continuous demand for more rapid, more accurate and more predictive assays due to the already large, but still growing, number of man-made chemicals released into the environment [13]. Molecular endpoints such as gene expression that may reflect phenotypic disease symptoms manifested later at higher biological levels (e.g., cell, tissue, organ, or organism) are potentially biomarkers that meet such demands. As a high throughput tool, microarrays simultaneously measure thousands of biologically-relevant endpoints (gene expression). However, to apply this tool to animals under field conditions, one critical hurdle to overcome is the separation of toxicity-induced signals from background noise associated with environmental variation and other confounding factors such as animal age, genetic make-up, physiological state and exposure length and route [10], [11]. A common approach to biomarker discovery is to screen genome- or transcriptome-wide gene expression responses and identify a small subset of genes capable of discriminating animals that received different treatments, or predicting the class of unknown samples. It is relatively less challenging to identify differentially expressed genes from two or more classes of samples. However, the search for an optimal and small subset of genes that has a high discriminatory power in classifying field samples often having multiple classes is much more complicated.

For instance, Falciani and colleagues profiled gene expression of 77 hepatic samples of European flounder (*Platichthys flesus*) collected from six different environmental sites [10]. Using a multivariate variable selection coupled with a statistical modelling procedure they demonstrated that the accuracy of predicting the geographical site of origin based on gene expression signatures in flounder livers was limited to specific sites. After incorporating prior knowledge and data from laboratory exposures to individual toxicants, they were able to limit the search space for a combination of effective classifier genes and built a very accurate model consisting of only 17 genes for classification of all the different environmental sites. Similarly, Nota and co-workers recently identified a set of 188 genes from expression profiles of the springtail (*Folsomia candida*) exposed to a soil spiked with six different metals using the uncorrelated shrunken centroid method, and predicted an independent test soils set with an accuracy of 83% but failed on field soils collected from two cobalt-contaminated sites using this gene set [11]. Several other studies also reported a varying degree of success in the identification of classifier genes in both aquatic species like the zebrafish (*Danio rerio*) [12], the common carp *Cyprinus carpio* [14] and the water flea *Daphnia magna* [15], and terrestrial organisms such as the earthworm *Lumbricus rubellus* [16].

As part of a larger effort towards discovering novel biomarkers for ecological risk assessment of military lands, we have developed a 15208-oligonucleotide *E. fetida* array, and generated a large-scale microarray dataset from a laboratory study where earthworms (*E. fetida*) were exposed to various concentrations of TNT or RDX for various lengths of time in soil, mimicking field exposure scenarios. The objective of the current study was to identify a small set of classifier genes that could be used to build a predictive model capable of accurately separating all exposed earthworm samples into three categories: control, TNT-treated and RDX-treated. We focused on identifying and optimizing classifier genes from the earthworm dataset using a machine learning approach.

## Materials and Methods

### Experimental design and dataset generation

Adult earthworms (*E. fetida*) were exposed in a field collected pristine silty loam soil (3% sand, 72% silt, 26% clay, pH 6.7, total organic C 0.7%, and CEC 10.8 mEq/100 g) spiked with TNT (0, 6, 12, 24, 48, or 96 mg/kg) or RDX (8, 16, 32, 64, or 128 mg/kg) for 4 or 14 days. The 4-day treatment was repeated a second time with the same TNT concentrations, however RDX concentrations were 2, 4, 8, 16 or 32 mg/kg soil. Each treatment originally had 10 replicate worms with 8∼10 survivors at the end of exposure, except the two highest TNT concentrations. At 96 mg TNT/kg, no worms survived in the original 4-day and 14-day exposures, whereas at 48 mg TNT/kg, all 10 worms died in the original 4-day exposure. Total RNA was isolated from the surviving worms as well as the Day 0 worms (worms sampled immediately before experiments). A total of 248 worm RNA samples ( = 8 replicate worms×31 treatments) were hybridized to a custom-designed oligo array using Agilent's one-colour Low RNA Input Linear Amplification Kit. The array contained 15,208 non-redundant 60-mer probes (GEO platform accession number GPL9420), each targeting a unique *E. fetida* transcript [17]. After hybridization and scanning, gene expression data were acquired using Agilent's Feature Extraction Software (v.9.1.3). In the current study, the 248-array dataset was divided into three worm groups regardless of exposure length and concentraiton: 32 untreated controls, 96 TNT-treated, and 120 RDX-treated. This MIAME compliant dataset has been deposited in NCBI's Gene Expression Omnibus [18] and is accessible through GEO Series accession number GSE18495 (http://www.ncbi.nlm.nih.gov/geo/query/acc.cgi?acc=GSE18495).

### Integrated Statistical and Machine Learning (ISML) approach

A challenge in classifying or predicting the diagnostic categories using microarray data is the curse of dimensionality problem coupled with sparse sampling. That is, the number of examined genes per sample is much greater than the number of samples that are involved in classification [19]. The other crucial challenge is that the huge search space for an optimal combination of classifier genes renders high computational expenses [20]. To address these two issues, we developed the new ISML pipeline, which integrates statistical analysis with supervised and unsupervised machine learning techniques (Fig. 1). The pipeline consists of four major components: (1) statistical analysis that reduces dimensionality through identification of the most differentially expressed genes; (2) tree-based algorithms that are used to further downsize the number of classifier genes with assigned weight and associated ranking; (3) MC-SVM and unsupervised clustering, each of which independently selects an optimal set of classifier genes using an iterative elimination process (see **Optimization of classifier genes by MC-SVM** below for details); and (4) the integration of the two independent gene sets to generate a final refined gene sets.

**Figure 1:**
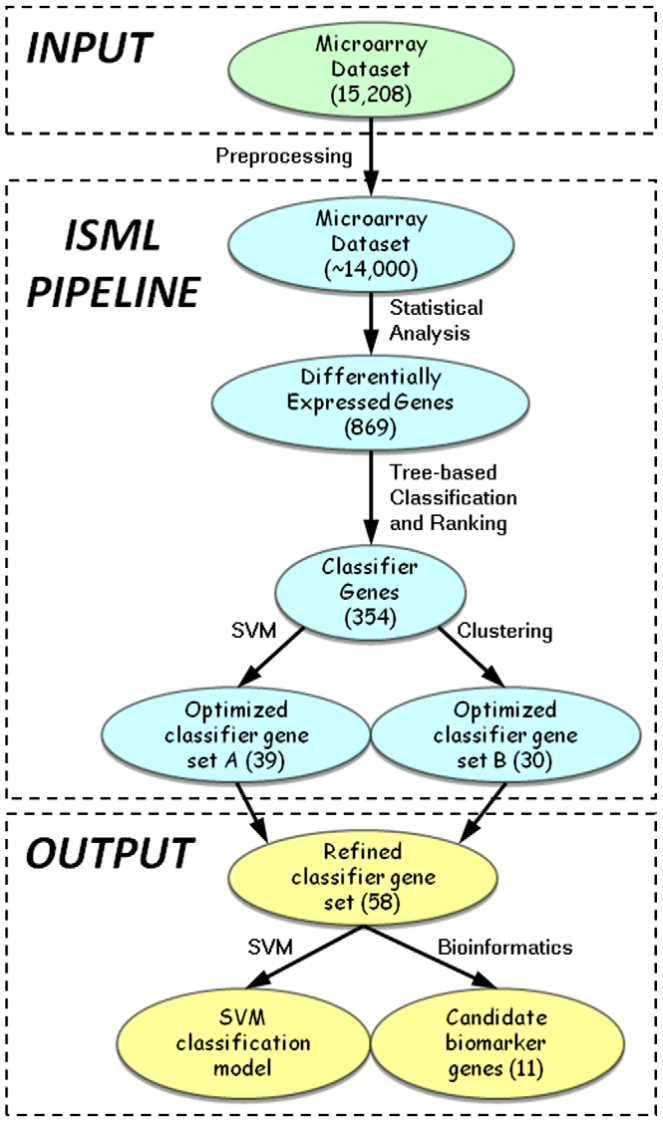
Overview of the integrated statistical and machine learning (ISML) pipeline. The pipeline illustrates the analytical procedure that integrates statistical analysis with supervised machine learning and unsupervised clustering as described in **Materials and Methods**. Numbers in brackets indicate the amount of genes remaining (also see **Results**).

### Data pre-processing

The following data pre-treatment steps were applied prior to further statistical and computational analyses: (1) feature filtering: flag out spots with signal intensity outside the linear range as well as non-uniform spots; (2) conversion: convert signal intensity into relative RNA concentration based on the linear standard curve of spike-in RNAs; (3) normalization: normalize the relative RNA concentration to the median value on each array; and (4) gene filtering: filter out genes appearing in less than 50% of arrays (i.e., present on at least 124 arrays). 

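The arrays carried 15208 gene probes, and spots were judged here by the scanner software's own calls. A probe was kept when its spot was uniform and well above background on at least 124 of the 248 arrays, which left 14785 probes. With saturated spots and spots not well above background also set to missing, 14478 probes were left. In the authors' table of normalized values, 14188 probes had a value on at least 124 arrays.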

There were more than 14,000 genes remaining after this procedure.

### Feature filtering by univariate statistical analysis

The Class Comparison Between Groups of Arrays Tool in BRB-ArrayTools v.3.8 software package ([21]; linus.nci.nih.gov/BRB-ArrayTools.html) was used to identify significantly changed genes. The collated earthworm array dataset was imported without any further normalization or transformation. The tool runs a random variance version of the t-test or F-test separately for each gene. It performs random permutations of the class labels and computes the proportion of the random permutations that give as many genes significant at the level set by the user as are found in comparing the true class labels. The following eight class-comparison analyses were conducted to infer genes differentially expressed in response to TNT or RDX: (1) two 2-class comparisons: pooled controls vs. pooled TNT or RDX treatments; and (2) six multiple-class comparisons: 4-day TNT or RDX multiple concentrations, 4-day repeat TNT or RDX multiple concentrations, and 14-day TNT or RDX multiple concentrations. The following settings were employed: a univariate test random variance model, multivariate permutation tests with 10,000 random permutations, a confidence level of false discovery rate assessment = 99%, and a maximum allowed number of false-positive genes = 10.

### Classifier gene selection by tree-based algorithms

Seven decision tree methods (SimpleCart, BFTree, FT, J48, LADTree, LMT and REPTree) were used for gene selection to avoid the biases and overcome limitations of each single algorithm [22], [23]. An ensemble strategy was also applied to increase prediction accuracy using bagging (Bagging) and boosting (AdaBoostM1) [24]. All of these algorithms are implemented in the WEKA machine learning workbench v.3.6.0 ([25]; www.cs.waikato.ac.nz/ml/weka/). The resulting tree structure each generated a set of classifier genes. The performance of a classifier was evaluated using three criteria: accuracy (see below for definition), precision (or sensitivity = number of correctly classified samples/total number of samples classified into this class), and the area under the ROC (Receiver Operating Characteristic) curve.

### Ranking classifier genes by weight of significance

A weight of significance was assigned on a scale between 0 and 1 to every selected classifier gene based on its position/significance in an assembled decision tree according to Equation (1):
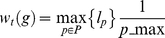
(1)where 

 is the weight of gene 
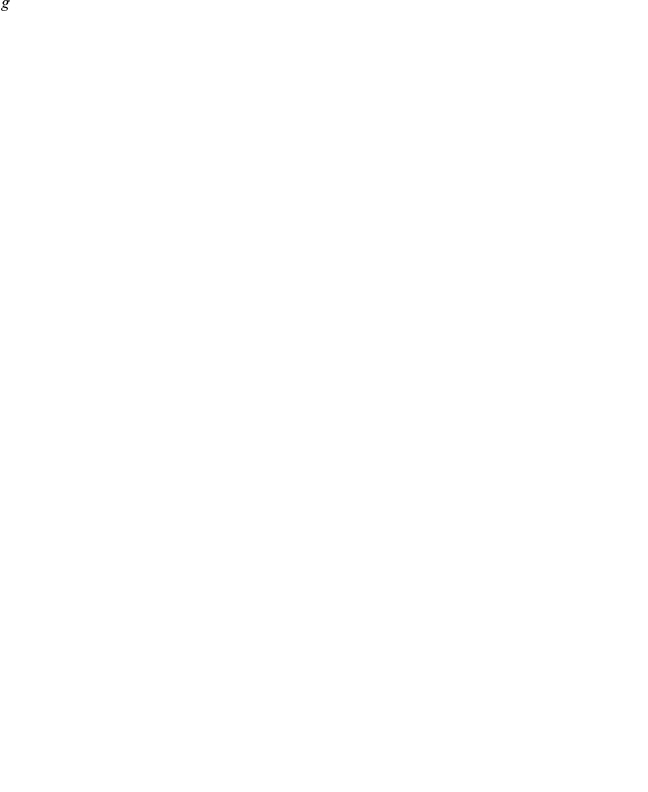
 assigned by a tree model 

, 

 is the longest path of the tree, and 

 is the height of the gene in path 
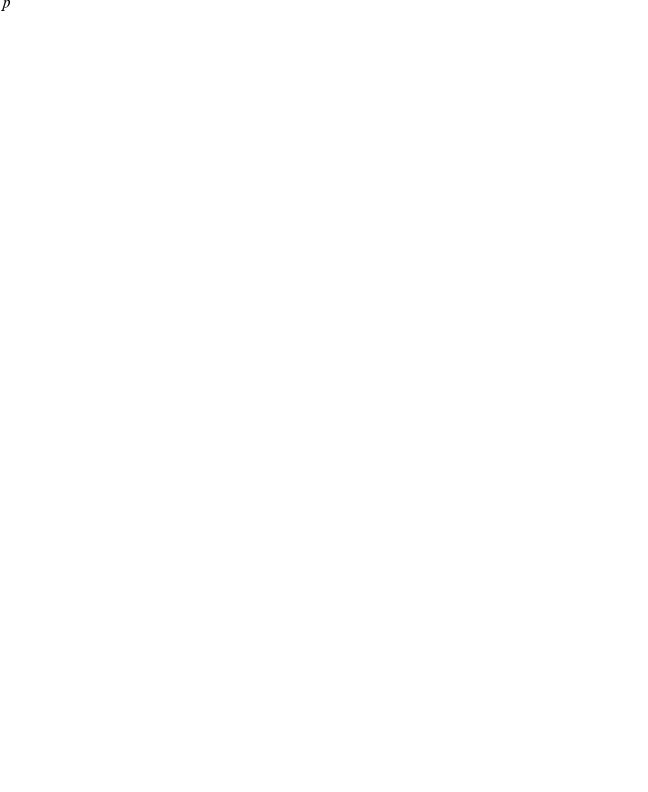
. A “root” gene was awarded the largest weight whereas a “leaf” gene the smallest. The weight value was normalized to the longest leaf-to-root path, except for those genes selected by the LMT algorithm, whose weight had already been assigned by a logistic model. The overall weight for a classifier gene, i.e., the sum of its weight assigned in all the decision tree methods, was calculated as follows:
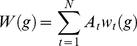
(2)where 

 is the overall weight of gene 
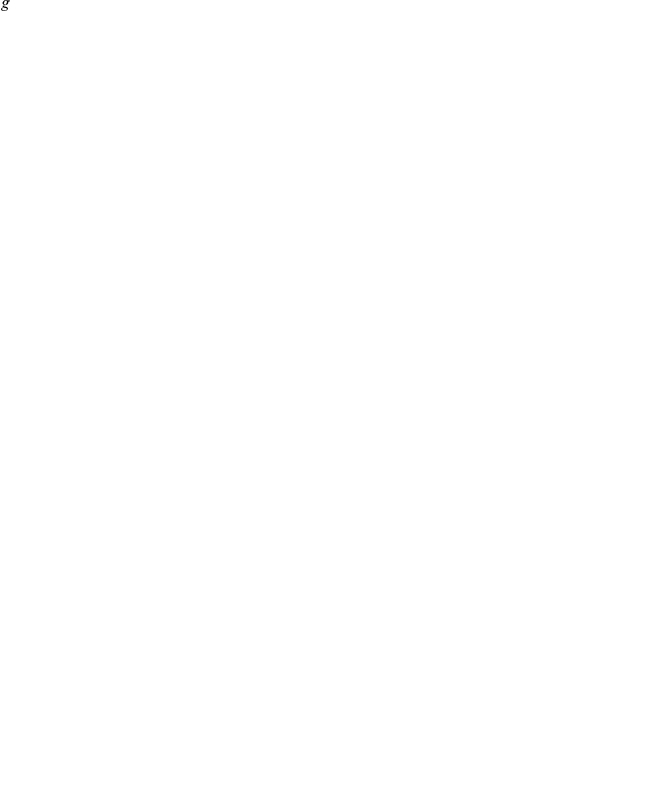
, 

 is the accuracy of tree model 

, and *N* is the total number of tree models. All of the classifier genes were ranked by their overall weight, i.e., the larger the weight it had, the higher it ranked.

### Optimization of classifier genes by MC-SVM

Sequential minimum optimization (SMO), a fast algorithm for training SVM [26], [27], was used to build MC-SVM kernel function models, as implemented in WEKA. We designed the following steps to refine the classifier gene set:

1. start with the highest ranking classifier gene to train the SVM using the training dataset and classify the testing dataset using the trained SVM;
2. add one gene of immediately lower ranking in overall weight at a time to constitute a new gene set, and use the gene set to train and predict the samples; repeat this step until all the classifier genes have been included;
3. calculate the classification accuracy of each class (control, TNT and RDX) and the weighted average accuracy of all three classes for each set of genes using results from the testing dataset;
4. estimate the improvement or decline in classification accuracy as a result of adding one gene for each of the three classes plus the weighted average accuracy of all three classes;
5. remove any gene(s) starting from the one ranking at the bottom that causes a decline in ALL four classification accuracies;
6. iterate steps 1∼5 until no more gene(s) can be removed. The remaining set of genes is considered the refined classifier gene set because of its small gene size and high accuracy.

### Optimization of classifier genes by clustering

Because both tree-based algorithms and SVM are supervised machine learning methods, an unsupervised clustering method was used to independently optimize the classifier genes. Clustering was performed using the K-mean clustering analysis as implemented in the WEKA toolbox. All the dendrogram trees were cut at a level so that all the 248 earthworm RNA samples were grouped into three clusters. The three pre-labelled clusters (control, RDX and TNT) served as the reference, and the three clusters derived from the dendrogram trees were compared to the reference clusters to determine matching sample numbers. The optimization of classifier genes by clustering followed the same iterative steps as described above for MC-SVM.

### Estimation of classification accuracy

Accuracy (also called true positive rate or recall) of a classifier was defined as the percentage of the dataset correctly classified by the method, i.e., number of correctly classified samples/total number of samples in the class. Due to the use of the whole dataset in feature selection, ten-fold stratified cross-validation with inner and outer loops was performed as described in [28] throughout this study to avoid sample selection bias and obtain unbiased estimates of prediction accuracies [29].

## Results

### Feature filtering by univariate statistical analysis

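RNA of 248 earthworms (Eisenia fetida) was hybridized to one-colour Agilent oligonucleotide arrays, 1 worm per array, which measure the fluorescence of labelled RNA bound to each probe. The worms made up 31 treatment groups of 8 in 10 exposures. There were 32 controls (day 0, 4 days in the original and in the repeat exposure, and 14 days), 96 worms exposed to TNT and 120 exposed to RDX. The 4-day TNT worms came in a set with 5 concentrations (40 worms) and a set with 3 concentrations (24 worms), and 32 worms were exposed to TNT for 14 days. RDX was given to 40 worms each in the original 4-day, the repeat 4-day and the 14-day exposure. The sample labels call the set with 5 concentrations, from 6 to 96 mg TNT/kg, the original and the set with 3 concentrations the repeat. The deaths reported in the methods at 48 and 96 mg TNT/kg in the original exposure give the opposite pairing, so both sets were compared with both groups of 4-day controls. For the repeat RDX exposure the labels give 8 to 128 mg/kg and the methods 2 to 32 mg/kg, and only the order of the concentrations was used.
The arrays lay on 33 slides scanned on 7 days. Most slides held arrays of a single class besides controls, and 8 slides held both a control and a TNT array while 12 held both a control and an RDX array. The median processed signal of an array ranged from 235 to 2161 fluorescence units, with a median of 924. By exposure, the median was 1061 (654 to 1767) for 14-day RDX, 700 (371 to 1088) for the original and 923 (618 to 1810) for the repeat 4-day RDX exposure. It was 1213 (676 to 2161) for 14-day TNT, 878 (492 to 1709) for the 4-day TNT set with 5 concentrations and 950 (235 to 1310) for that with 3. Among controls it was 799 (692 to 1224) at day 0, 641 (443 to 826) at 4 days in the original exposure, 1401 (661 to 1781) at 4 days in the repeat and 1064 (836 to 1699) at 14 days. On the median array, 99.6% of probes were well above background. The number of arrays per group limits the precision of each comparison.
The authors' files hold the scanner's signals for every spot and a table with one normalized value per probe and array. On the log2 scale that table is a straight line of each array's processed signal, with a slope between 0.915 and 1.21. All spots called non-uniform (4.23%), saturated (2.04%) or not well above background (0.656%) are empty in it, as are 1.70% of the other spots. From the scanner files, the processed signal was taken on the log2 scale, spots that were not uniform were set to missing, and the median of each array was subtracted. Classes were compared with limma's moderated t statistic, or its moderated F statistic for several classes. In imitation of the permutation procedure described in the methods, a probe was called at a p value that kept at most 10 false positives with 99% confidence over 100 permutations of the class labels. The alternative criterion was a Benjamini-Hochberg adjusted p under 0.05 over all probes tested.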

Differentially expressed genes were inferred by univariate statistical analysis. At the same level of statistical stringency, the significant gene lists derived from four different comparisons for either TNT or RDX shared very few common genes (Fig. 2), suggesting different genes may be significantly altered under different conditions. 

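With the criterion of at most 10 false positives, 169 probes were called between controls and all TNT worms, 144 of them higher and 25 lower in TNT worms. Between controls and all RDX worms 13 probes were called, 10 higher and 3 lower, but with the 75th percentile of each array subtracted in place of its median only 25.0% of the RDX calls were higher. Across concentrations, 364 probes were called for the 4-day TNT set with 5 concentrations against the original controls and 69 for the set with 3 concentrations against the repeat controls. The 14-day TNT exposure gave 7 calls, the original 4-day RDX exposure 31 and the repeat 149. For 14-day RDX, limma gave 0 calls under either criterion, with 1950 probes at an unadjusted p under 0.05. With the adjusted p, 1126 probes differed for TNT (829 higher, 297 lower), 240 for RDX (103 higher, 137 lower), 1970 and 499 for the 4-day TNT sets, 0 for 14-day TNT (1170 unadjusted), 44 for the original and 1934 for the repeat RDX exposure.
The list of all TNT worms shared 24 probes with that of the 5 concentrations and 15 with that of the 3 concentrations. The 4-day TNT lists shared 1 probe with each other, and 3 probes were shared between the 5 concentrations and 14-day TNT. The list of 14-day TNT shared 0 probes with that of all TNT worms and with that of the 3 concentrations. For RDX, the repeat exposure shared 1 probe with the list of all RDX worms and 1 with the original exposure, and 0 were shared elsewhere. When the arrays were regrouped at random 100 times and lists of the same lengths were taken, 11.4 probes on average (at most 44) were shared by all TNT worms and the 5 concentrations, and 2.13 (at most 14) by the 4-day TNT sets. The original and repeat RDX lists shared 0.32 probes on average (at most 2). Of the 735 probes on any of the 8 lists, 670 (91.2%) stood on 1 list, 63 on 2 and 2 on 3. With the adjusted p, 324 probes were shared by all TNT worms and the 5 concentrations (mean of 229 after regrouping, at most 409). All TNT worms and the 3 concentrations shared 165 (mean of 84.5, at most 209), and the 4-day TNT sets 75 (mean of 71.4, at most 198). For RDX, 117 were shared by all RDX worms and the repeat exposure (mean of 59.4, at most 124), 0 by all RDX worms and the original exposure, and 8 by the original and repeat exposures (mean of 5.80).
With the slide as a fixed term, 2 probes passed the same p value for TNT, 1 of them among the 169, and 11 passed for RDX, 1 of them among the 13. The same term left 30 calls (22 of the 364) for the 5 concentrations, 4 for 14-day TNT (2 of the 7), 6 for the original RDX exposure (2 of the 31), 233 for the repeat (123 of the 149) and 2 for 14-day RDX. For the 3 concentrations no slide held both a control and a treated array, so slide and exposure cannot be told apart. The probe with the smallest p was annotated as HSP20 for all TNT worms and as a fibrinogen C domain for all RDX worms. HSP20 was higher by 0.59 (log2, standard error 0.0921, adjusted p = 2.78e-06 in limma) in TNT worms, with 92 of 95 worms above the control mean, and by 0.45 (standard error 0.0896, adjusted p = 0.00622) in RDX worms, with 102 of 120 above it. The probe of the fibrinogen C domain was higher by 0.98 (standard error 0.212, adjusted p = 0.0134) in RDX worms, with 107 of 120 above the control mean. The controls of the pooled comparisons include the 8 day-0 worms, and no treated worms were taken at that time. Between these and the original 4-day controls, 2267 probes passed the adjusted p in limma. Pooled differences may therefore hold differences of time as well as of toxicant. The paper proposes from the small overlaps that different genes respond under different conditions.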

To validate these results, we used ANOVA in GeneSpring GX 10 to analyze the same dataset by applying the Benjamini-Hochberg method for multiple testing corrections and a cut-off of 1.5-fold change. By allowing a variable threshold of cut-off p-value, the same amount of top significant genes can be derived from the same comparisons as we did using BRB-ArrayTools. 

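For each comparison, as many probes as the permutation criterion had called were taken in the order of a plain one-way analysis of variance, among probes whose class means differed by at least 1.5-fold. The share of the called probes found again was 95.6% for the 4-day TNT set with 5 concentrations, 88.4% for the set with 3 concentrations, 100% of the 7 probes for 14-day TNT, 90.3% for the original and 89.3% for the repeat RDX exposure. It was 69.2% of the 13 probes for all RDX worms and 21.9% of the 169 for all TNT worms. Without the fold filter, the share was 92.3% for all RDX worms and 96.4% for all TNT worms, and it ranged from 84.1% to 100% over the 9 lists.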

The two sets of significant gene lists share 85∼95% common genes (data not shown), indicating a high level of statistical reproducibility. The difference in the resulting gene lists may be primarily attributed to the use of a 1.5-fold change as the cut-off level by GeneSpring. 

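With each set of 4-day TNT worms compared with the controls that the labels give, the 8 lists held 735 distinct probes, of which 613 (83.4%) are among the genes of Table S1. With the pairing that the methods give, they held 1997, of which 526 (26.3%) are in Table S1. In that pairing 974 probes were called for the 5 concentrations against the repeat controls and 1099 for the 3 concentrations against the original controls. Taking the adjusted p as the criterion moved both counts most, to 4628 and 8751 distinct probes. From the authors' table on the log2 scale, the lists of the label pairing held 738 distinct probes, of which 696 (94.3%) are in Table S1.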

A total of 869 unique genes were obtained after combining all significantly changed gene lists from TNT- and RDX-exposures. The expression information of these 869 transcripts in all 248 earthworm samples is provided in Table S1.

**Figure 2:**
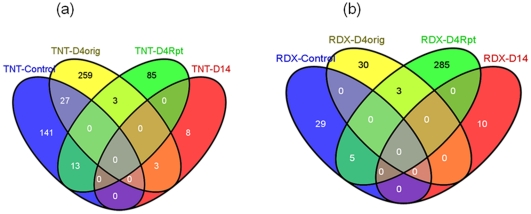
The number and overlapping of significant genes statistically inferred from class comparisons for (a) TNT and (b) RDX treatments. TNT/RDX-Control: two-class comparison between pooled controls and pooled TNT/RDX treatments; TNT/RDX-D4orig: multiple-class comparison of 4-day TNT/RDX treatments including the control group; TNT/RDX-D4Rpt: multiple-class comparison of 4-day repeat TNT/RDX treatments including the control group; TNT/RDX-D14: multiple-class comparison of 14-day TNT/RDX treatments including the control group (also see **Materials and Methods**).

### Classifier genes identified by tree-based algorithms

We used seven different tree-based machine learning algorithms to select classifier genes from the 869 statistically significant genes. Each algorithm in combination with bagging or boosting generated decision trees, separating earthworm samples into three pre-defined classes based on the expression of classifier genes. A different set of classifier genes was selected by each algorithm (Table 1). 

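Ensembles of 10 classification trees were grown here on the genes of Table S1, with scikit-learn's CART trees in place of the programs in Table 1. Over 5 partitions into 10 stratified folds, boosted trees classified 74.2% ± 1.69 (SD over partitions) of the 248 worms correctly, with an area under the ROC curve of 0.861. Bagged trees classified 76.1% ± 1.72, with an area of 0.873. Always naming RDX, the largest class, would be correct for 48.4%. Holding out each slide in turn moved these values most, to 69.0% for boosted and 70.4% for bagged trees.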

The classification accuracy varied from 75.0% for SimpleCart with boosting to 84.7% for LMT with bagging. There is a significant correlation between ROC area and accuracy (correlation coefficient = 0.94).

**Table 1:** Summary of classification results using the tree-based classification algorithms^a^.

Ensemble method	Tree-based algorithm	Accuracy (%)	ROC area
Boosting	BFTree	75.8	0.878
Boosting	J48	79.8	0.882
Boosting	LADTree	77.4	0.881
Boosting	SimpleCart	75.0	0.868
Boosting	FT	83.5	0.930
Boosting	LMT	81.8	0.936
Bagging	J48	75.4	0.868
Bagging	LADTree	75.0	0.876
Bagging	REPTree	75.0	0.870
Bagging	SimpleCart	76.2	0.855
Bagging	FT	82.7	0.937
Bagging	LMT	84.7	0.944

a A total of 354 unique classifier genes were identified.

A total of 354 unique classifier genes were obtained after pooling classifier genes from all decision trees. Each classifier gene was then ranked by an overall weight of significance. The distribution and histogram of overall weights of these genes are shown in Fig. 3. The overall weight of 127 (or 36%) of classifier genes are below 0.1 (Fig. 3a). Only the top 43 or 14 genes had an overall weight larger than 0.5 or 1.0 (Fig. 3b), respectively. Functional annotations of the 354 genes are provided in Table S2. Over 90% of these genes have one or more strings of annotation information obtained using such bioinformatics programs as BLASTX, BLASTN, InterProScan and PIPA [30].

**Figure 3:**
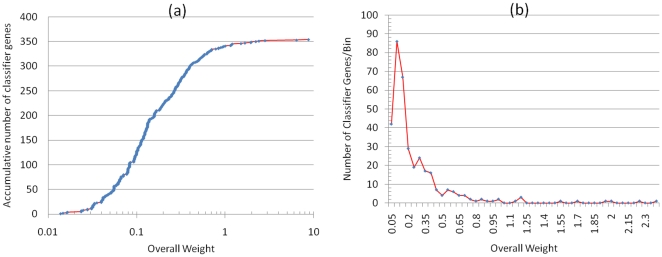
The accumulative distribution (a) and histogram (b) of the overall weight of the 354 selected classifier genes. In the histogram, the bin size is set at 0.05, and three genes with the highest overall weight of 2.81, 6.38 and 8.70, respectively, are not shown.

### Refinement of the classifier gene set using MC-SVM or clustering

Two different algorithms, SMO and K-mean clustering, were employed to optimize the number and set of genes from the 354 ranked classifier genes. Composition of the classifier gene set had a significant influence on classification accuracy (Fig. 4). 

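A linear support vector machine (SVM, cost 1, each gene scaled between 0 and 1 on the training folds) was trained on the genes in the order of their overall weight. In 10-fold cross-validation over 20 partitions, the first 16 genes classified 75.7% ± 0.964 (SD over partitions) of the worms correctly (95% Wilson interval 70.1% to 80.7%). They classified 29.5% of control, 78.5% of TNT and 85.7% of RDX worms. Among 1000 lists of 16 probes drawn at random from outside the 869, the median was 60.1% and the highest 71.4%. With each slide held out, 73.0% were correct, and with each treatment group held out 69.4%. Centring each gene on its slide moved the value most, to 51.7%, but most slides hold worms of 1 toxicant, so this step removes class differences by construction. When 16 genes were chosen by a plain F statistic, without moderation, on the training folds alone, 65.9% were correct. With each slide held out as well, 59.3% were, a setting added after the data had been seen.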

Using SMO, as few as 16 top ranked genes classified 81% of the 248 samples into correct classes (Fig. 4a). 

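As genes were added in the order of weight, over 5 partitions per set, accuracy was 76.5% with 16 genes and reached 85.6% with 180 genes. With 245 genes it was 84.8% ± 0.874 (SD over partitions), with 63.8% of control, 89.0% of TNT and 87.0% of RDX worms correct. With 250 genes it was 84.4%, and 61.9% of control, 89.2% of TNT and 86.5% of RDX worms were correct. With all 354 genes it was 85.6%, and 67.5%, 89.4% and 87.3% of these classes were correct.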

Starting at the 250^th^ gene, the inclusion of additional classifier genes not only did not improve the classification accuracy for the TNT and the RDX classes as well as the weighted average accuracy, but deteriorated the accuracy for the control class (Fig. 4a). Similarly, with the clustering approach, the top ranked 31 genes correctly clustered 66% of the samples, while addition of other genes did little, if any, to improve the accuracy of either individual classes or the weighted average (Fig. 4b). 

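K-means clustering with 3 clusters and 50 starts was run on the first 31 genes, and clusters were matched to classes so that most worms fell in their own. Of the 248 worms, 55.6% (95% Wilson interval 49.4% to 61.7%) were then in the cluster of their class. Probes drawn at random moved this most, with a median of 40.3% and a highest value of 54.0% over 1000 lists of 31. These lists were clustered with fewer starts than the real one. With single random starts, the mean was 52.9% ± 3.83 (SD over 100 starts). With fewer genes the share was 62.1% for 2 and 67.3% for 6. For the sets of more than 31 genes that were clustered it stayed between 48.4% and 57.3%.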

Clearly, individual classifier genes vary remarkably in its contribution to the change of classification accuracy, which also depends on the choice of machine learning algorithms. The iterative optimization process effectively removed many genes that made no or negative contribution to the classification performance. As a result, this process produced a SVM- and a clustering-optimized subset consisting of 39 and 30 genes, respectively (Fig. 5).

**Figure 4:**
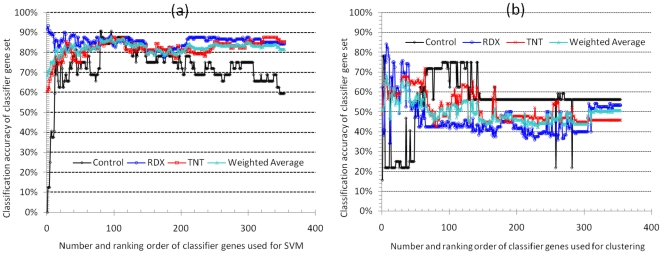
Classification accuracy of 248 earthworm samples using SVM (a) or clustering (b) with an increasing number of top ranked classifier genes. The weighted average accuracy and the accuracy for each of the three classes (control, RDX and TNT) are shown for each set of genes (1∼354 genes). Genes were added to the increasing gene set one at a time in the order of decreasing overall weight (see also **Figure 3**(a)).

**Figure 5:**
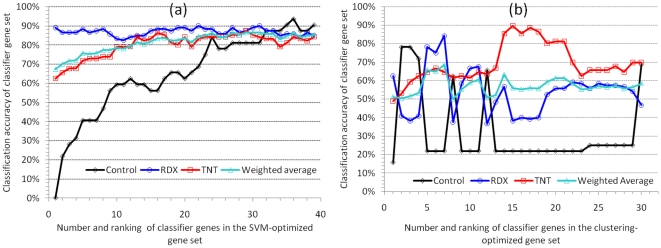
Classification accuracy of the 248 earthworm samples using an increasing number of classifier genes optimized by SVM (a) or clustering (b). The weighted average accuracy and the accuracy for each of the three classes (control, RDX and TNT) are shown for each set of genes (1∼39 genes in 5(a) or 1∼30 genes in 5(b)). One gene (the next highest ranked gene) at a time was added to the previous gene set to generate a new gene set (see also **Figure 3**(a)).

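For the list of 39 genes, accuracy over 5 partitions was 81.5% ± 1.52 (SD over partitions) with the first 24 genes and 80.0% ± 1.23 with all. Between these sets the share correct changed from 36.9% to 35.0% for control, from 82.9% to 82.1% for TNT and from 92.3% to 90.3% for RDX worms. The difference in accuracy is close to the spread between partitions.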

The first 24 genes of the SVM-optimized subset clearly played more important roles than the remaining 15 genes that only slightly improved the accuracy for the control class and changed very little the accuracy for the TNT and the RDX classes (Fig. 5a). The subset of 39 genes performed well in terms of accuracy, ROC area, and precision, with 83∼91% in accuracy and precision except for the 76% precision of the control class (Table 2). 

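Over 20 partitions, the SVM with these genes classified 79.9% ± 0.969 (SD over partitions) of the worms correctly (95% Wilson interval 74.4% to 84.4%). By class, 35.3% of control, 82.2% of TNT and 89.9% of RDX worms were correct. Among controls the share was 88.1% at day 0, 10.6% at 4 days in the original exposure, 30.6% in the repeat and 11.9% at 14 days. By exposure it ranged from 79.4% to 87.5% for TNT and from 85.2% to 93.1% for RDX. With each slide held out 77.4% were correct, and with each treatment group held out 75.8%, where random lists of 39 probes reached at most 70.2% and 68.5%. In 10-fold cross-validation, 1000 random lists had a median of 65.7% and a highest value of 76.6%. With 39 genes chosen on the training folds alone, 67.3% were correct, and 56.9% when each slide was also held out, which was tried after the data had been seen. Of the controls, 2.19% and 0% were correct in these 2 settings. The methods describe inner and outer loops of cross-validation to avoid selection bias. The list itself was chosen by the authors on all 248 worms, so values for it are not estimates for new worms. The class of most other arrays on its slide named the right class for 85.1% of arrays (211 of 248). Those 211 arrays were classified correctly in 86.2% of cases and the remaining 37, of which 32 are controls, in 44.1%. All controls are among the 37, so these shares do not tell slide apart from class. From the values in Table 2 the paper states that the subset performed well.

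**Figure D1:**
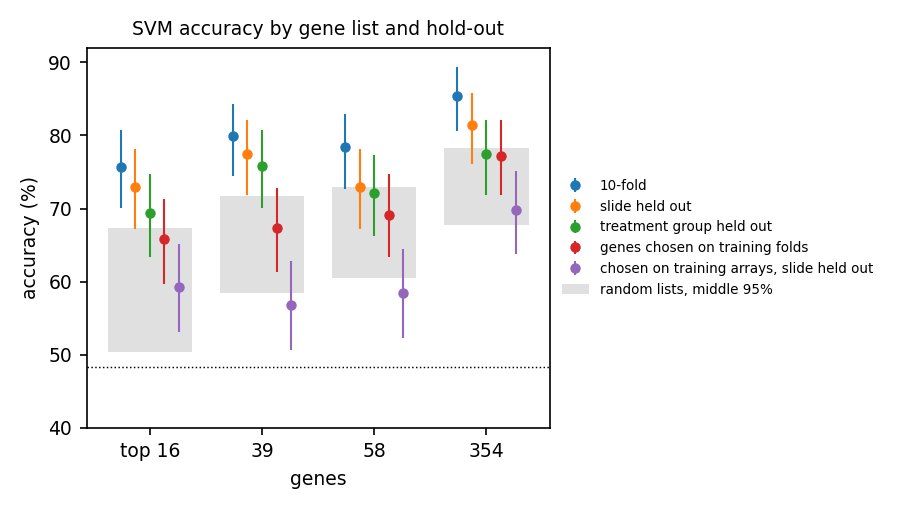
Share of 248 worms classified correctly by the SVM (vertical axis, percent) for 4 lists of genes (horizontal axis, number of genes), with 95% Wilson intervals for the 5 ways of holding out arrays or choosing genes in the legend. The grey bars span the middle 95% of random lists and the dotted line is the largest class, 48.4%. For 39 genes the points drawn run from 79.9% in 10-fold cross-validation to 56.9% with genes chosen on the training arrays and slides held out.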

The case for the clustering-optimized subset is a bit perplexing as the accuracy of the control and the RDX classes changed in opposite directions after adding the 2^nd^, 5^th^, 7^th^, 9^th^, 11^th^ and 13^th^ genes (Fig. 5b). Nevertheless, the whole subset of 30 genes evened up the accuracy for all classes (Fig. 5b and Table 3) and gave an average of 72.5% precision for the three classes (Table 3). 

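In the K-means clusters of the first genes of this list, adding the 11th gene raised the share of controls in their own cluster from 25.0% to 56.3% and lowered that of RDX worms from 48.3% to 40.8%. The 13th gene lowered it for controls from 56.3% to 25.0% and raised it for RDX from 40.0% to 51.7%. After the 2nd gene the share rose from 21.9% to 46.9% for controls and stayed at 59.2% for RDX. Both shares fell after the 5th gene (from 50.0% to 18.8% and from 50.0% to 49.2%), after the 7th (from 53.1% to 28.1% and from 71.7% to 50.8%) and after the 9th (from 62.5% to 56.3% and from 54.2% to 40.8%).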

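With all 30 genes, 55.2% of the worms (95% Wilson interval 49.02% to 61.3%) were in the cluster of their class. This held for 25.0% of control, 70.8% of TNT and 50.8% of RDX worms. Of the worms in the control cluster 11.8% were controls, 76.4% of those in the TNT cluster were TNT worms, and 67.0% of those in the RDX cluster were RDX worms.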

The sensitivity for the control class was relatively lower, especially in classification by clustering, when compared with that for the other two classes. 

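In the SVM with 39 genes, 71.8% of the worms classified as control were controls, against 83.7% for TNT and 78.2% for RDX. All 8 original 4-day controls were in the control cluster of the 30 genes, and the other 24 controls were in the TNT or RDX cluster.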

An examination of the samples that were incorrectly clustered into the control class showed that they were mostly exposed for 4 days to the lowest three concentrations of RDX or TNT (data not shown). 

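With the 30 genes, 60 of the treated worms fell in the control cluster, 43 exposed to RDX and 17 to TNT, all for 4 days. The 3 lowest concentrations of the 4-day exposures accounted for 42 of these (70.0%) and for 96 (44.4%) of all treated worms (odds ratio 4.41, two-sided Fisher's exact test, p = 3.48e-06, over worms that share slides). Since all 60 were 4-day worms, this comparison cannot tell low concentration apart from exposure time. Among the 144 treated 4-day worms alone, which was tried after the data had been seen, 42 of 96 at the 3 lowest concentrations (43.8%) and 18 of 48 at the highest (37.5%) were in the cluster (odds ratio 1.30, two-sided Fisher's exact test, p = 0.591). All 40 worms of the original 4-day RDX exposure were in this cluster, 24 at the 3 lowest and 16 at the highest concentrations, and 3 of 40 of the repeat. Of the 4-day TNT set with 5 concentrations, 17 of 24 worms at the 3 lowest concentrations and 0 of 16 at the highest were (two-sided Fisher's exact test, p = 6.69e-06). On the 3 slides that held both, these numbers were 6 of 10 and 0 of 12 (exact p = 0.00281). No worm of the 14-day exposures or of the set with 3 concentrations was in it. The SVM with 39 genes classified 4 treated worms as control, 2 of them exposed for 4 days to the 3 lowest concentrations (50.0%, two-sided Fisher's exact test, p = 1).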

A plausible reason for this misclassification is that gene expression in these samples may not be significantly different from that in the controls due to low levels of contaminant. 

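When errors of the SVM with 39 genes were weighted inversely to class size, accuracy was 79.1%. The share of controls classified correctly was then 73.3%, with 81.8% of TNT and 78.5% of RDX worms. Of the worms classified as control 55.0% were controls, with 83.9% for TNT and 84.4% for RDX.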

The uneven sample size might explain why the SVM precision for the control class (32 samples) is relatively lower than that for the other two classes (96 and 120).

**Table 2:** Confusion matrix showing classification results for testing datasets obtained by MC-SVM using the optimized set of 39 classifier genes.

True class (no. samples)	No. samples classified as			Accuracy (%)	ROC area
	Control	RDX	TNT		
Control (32)	29	2	1	90.6	0.938
RDX (120)	7	106	7	88.3	0.887
TNT (96)	2	14	80	83.3	0.913
Precision (%)	76.3	86.9	90.9		
Weighted average (248)	87.1 (precision)			86.7	0.904

**Table 3:** Confusion matrix showing classification results obtained by clustering^a^.

True class (no. samples)	No. samples classified as			Accuracy (%)
	Control	RDX	TNT	
Control (32)	22	1	9	68.8
RDX (120)	46	56	18	46.7
TNT (96)	21	8	67	69.8
Precision (%)	24.7	86.2	71.3	
Weighted average (248)	72.5 (precision)			58.5

a The optimized set of 30 classifier genes were used. ROC area was not computable for clustering.

### Optimized gene subset for classification

The two subsets of classifier genes optimized by SVM and clustering share 11 common genes, and the combination of these two resulted in a set of 58 unique genes that represents a refined gene set for the three-class classification. Using this gene set, we were able to build a SVM model with high performance parameters including accuracy, sensitivity and ROC area (Table 4). 

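With the 58 genes, the SVM classified 78.4% ± 1.14 (SD over 20 partitions) of the worms correctly (95% Wilson interval 72.7% to 82.9%). By class, 39.7% of control, 81.7% of TNT and 86.1% of RDX worms were correct, and 70.2% of those classified as control were controls. With each slide held out 73.0% were correct, and with each treatment group held out 72.2%. Of 1000 random lists of 58 probes, the highest reached 77.4%. With 58 genes chosen on the training folds alone, 69.2% were correct.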

The classification results for both supervised SVM and unsupervised clustering are slightly less superior with the 58-gene set (Table 4) than with the 39- or the 30-gene set (Tables 2 and 3). 

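The accuracy with 58 genes lay within the 95% Wilson interval of that with 39 genes. K-means clustering with the 58 genes placed 54.8% of the worms (95% Wilson interval 48.6% to 60.9%) in the cluster of their class, with 25.0% of control, 70.8% of TNT and 50.0% of RDX worms. Of its control cluster 11.3% were controls, of its TNT cluster 78.2% TNT worms and of its RDX cluster 66.7% RDX worms.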

As summarized in Table S3, 38 genes or 65.5% of the optimal gene set are among the 70 highest ranked classifier genes, 15 or 75% of the top 20 ranked genes are included in the optimal gene set, and 7 or 63.6% of the 11 genes picked by both SVM and clustering come from the top 12 ranked classifiers. These results reinforce the merit of our weight-of-significance ranking system.

**Table 4:** Confusion matrix of classification results obtained using the refined set of 58 classifier genes combined from the SVM- and the clustering-optimized gene sets.

True class (no. samples)	No. samples classified as			Accuracy (%)	ROC area
	Control	RDX	TNT		
SVM					
Control (32)	26	6	0	81.3	0.936
RDX (120)	9	100	11	83.3	0.856
TNT (96)	2	13	81	84.4	0.913
Precision (%)	70.3	84.0	88.0		
Weighted average (248)	83.8 (precision)			83.5	0.904
Clustering a					
Control (32)	22	1	9	68.8	NA
RDX (120)	48	55	17	45.8	NA
TNT (96)	22	10	64	66.7	NA
Precision (%)	23.9	83.3	71.1		
Weighted average (248)	70.9 (precision)			56.9	NA

a ROC area was not computable with clustering.

## Discussion

Microarray datasets possess an exceptionally high complexity distinguished by high feature dimension and low sample size. Like other microarray studies, the primary objective of this study was to search for an optimal or near optimal subset of genes that could be used to predict the exposure history of unknown samples. It has been proven in both theory and practice that feature selection can effectively enhance learning efficiency, increase predictive accuracy, reduce complexity of learned results, and improve the accuracy of classification models [6], [31], [32]. Although numerous supervised or unsupervised machine learning techniques have been used for feature selection and sample classification of microarray data (for reviews see [33]–[35]), classification performance appears to depend strongly on the dataset and less on the variable selection and classification methods [36]. Meanwhile, it has been demonstrated that a combined use of different classification and feature selection approaches can enhance confidence in selecting relevant genes [6], [35] and that ensemble methods such as bagging and boosting can improve classification performances [24]. These two strategies are both reflected in our ISML pipeline (Fig. 1, Table 1).

We first used the univariate statistical analysis [37] that selected 869 features/genes. These genes may represent a wide variety of transcripts that responded not only to toxicants TNT or RDX, but also likely to other environmental stresses. To further down select the features, we employed several decision-tree algorithms. A decision tree is constructed by selecting the most discriminative features/nodes for classification [35] and biomarker genes discovery [22] from microarray data. In a decision tree, the occurrence of a node (feature/gene) provides the information about the importance of the associated feature/gene [22]. The root gene has the most information gain for classification, and the other nodes genes appear in descending order of power in discrimination [38]. During the decision learning, the genes that have no discrimination capability are discarded. A total of 515 genes were eliminated from the 869 differentially expressed genes by tree-based algorithms, leaving 354 classifier genes. This represents a 59% feature reduction.

As our goal was to scale down the size of potential classifier gene set while maintaining a high discriminative power, we introduced in the ISML pipeline a new algorithm to compute and rank the overall weight of the 354 individual classifier genes based on their contribution/significance to classification. We also developed a novel optimization algorithm for iteratively removing classifier genes that had little or a negative impact on classification performance. This bottom-up removal process began with the least important gene having the lowest overall weight. We chose to eliminate those genes that only reduced the classification accuracies of all classes as well as the weighted average. This conservative approach was adopted to preserve genes that might increase the accuracy of one class but decrease that of another, like the 2^nd^, 5^th^, 7^th^, 9^th^, 11^th^ and 13^th^ genes in the clustering-optimized gene set (Fig. 5b). These genes are usually important for discriminating one particular class while confounding other classes.

SVMs are powerful classification models that have shown state-of-the-art performance on several diagnosis and prognosis tasks on biological data [24], [39]. SVM-based classification can usually achieve higher accuracy/precision on a given dataset than unsupervised algorithms. Ideally, an SVM analysis should produce a hyperplane that completely separates the feature vectors into non-overlapping groups. However, perfect separation may not be possible, or it may result in a model with so many feature vector dimensions that the model does not generalize well to other data, which is a problem commonly known as over-fitting [40]. The risk of over-fitting to the specific dataset in compensation for high accuracy/precision may render a high probability of misclassification when the trained SVM model is applied to predict unknown samples of other independent datasets. Unlike SVM, unsupervised learning algorithms can overcome this shortfall with a trade-off of less superior accuracy/precision. Our ISML pipeline adopted a compromise between these two approaches. Although the effectiveness, efficiency and superiority of this approach has to go through more stringent validation and testing, our results indicate that the final combined gene set produced nearly as good classification outcome as the two separately optimized gene subsets. This combined gene set need to be tested in field samples where exposure history including species and concentration of contaminants as well as exposure length is often unknown. Currently, a field soil study is undertaken to validate this optimal gene set, where lab-cultured mature earthworms are exposed in field soils primarily contaminated with TNT or RDX.

Classification accuracy was evaluated in this study on a sole basis of the pre-defined exposure history, that is, each sample was labelled with *a priori* class corresponding to the chemical it had been exposed to, disregarding the differences in soil concentration of TNT or RDX. The accuracy of biological classification can be impaired for soils containing low toxicant concentrations which may not induce gene expression effects significant enough to distinguish exposed animals from the controls. This might contribute partly to the lower accuracy obtained from clustering than from SVM. It is desirable to define a threshold such as the lowest observable effect concentration expressed as the toxicant concentration in soil or animals (body burden). We prefer body burden as an exposure measure over soil concentration due to the often heterogeneous distribution of toxicants in soil. This way, animals with a tissue concentration below the threshold can be grouped/pre-defined together with unexposed control animals, which potentially benefits clustering more than SVM.

To define a sensitive threshold, one can measure disease-related biological endpoints that are presumably more sensitive than the mortality and growth endpoints in short-term exposures of 4 or 14 days. Alternatively, one can measure toxicity-related phenotypic (e.g., biochemical, physiological, or pathological) endpoints if a more toxicological meaningful discrimination is desired. The SVM classification model for exposure classification in the output of the ISML pipeline can be conveniently converted into a disease or toxicity diagnosis model.

Another confounding factor that affects classification accuracy is that vulnerability and susceptibility vary from one animal to another, which may be caused by many factors such as genetic make-up, age, and physiological status. We believe that the diagnosis or prediction accuracy of unknown samples can be greatly improved if gene expression profiles of biologically well-characterized, pre-defined animals are used as the training dataset, just like in cancer microarray studies.

Among the 58 optimized genes, 93% genes exhibited toxicant-specific gene expression alterations, that is, 32 genes responded specifically to TNT, 22 to RDX, and only 4 to both chemicals (Table S3). 

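All 248 arrays entered one limma fit with control, TNT and RDX as classes, which tested 57 of the 58 genes. The control class includes the day-0 worms, which have no treated counterpart, so its contrasts may also hold differences of time. At an adjusted p under 0.05 over all probes tested, 25 genes differed from controls in TNT worms only, 7 in RDX worms only and 2 in both, so that 32 of the 34 altered genes (94.1%) were altered by 1 toxicant. Adjusted over the list alone, the counts were 17, 12 and 14, which is not independent evidence because the list was chosen on these worms. A difference from controls that passes for 1 toxicant only does not show that the toxicants differ, and the direct contrast of TNT with RDX passed the adjusted p for 38 genes. With slide as a fixed term, 6 genes were altered by TNT only, 11 by RDX only and 1 by both. The share altered by 1 toxicant was 94.4% with slide as a fixed and 78.8% with slide as a random term. Over the 8 comparisons with at most 10 false positives it was 90.2% (28 by TNT only, 9 by RDX only and 4 by both). Over the 8 comparisons with an adjusted p it was 67.9% (26 by TNT only, 12 by RDX only and 18 by both), which was tried after the data had been seen.
For the annotations the paper names, the probe of COX4 did not differ over all exposures. Its change was -0.10 (log2, adjusted p = 0.399) in TNT and 0.05 (adjusted p = 0.737) in RDX worms. The sign for RDX flipped under quantile normalization. In the 4-day TNT set with 5 concentrations COX4 was lower (log2 -0.32, standard error 0.119, adjusted p = 0.0483). It passed in no other exposure, and the effect of TNT on it did not differ between exposures (adjusted p of the interaction 0.188). Both probes of NADH-coenzyme Q reductase were higher in TNT worms. The higher ranked probe was higher by 0.44 (log2, standard error 0.0815, adjusted p = 0.000115), in 57 of 61 worms with a value, and the lower ranked by 0.52 (standard error 0.0845, adjusted p = 1.30e-05), in 48 of 53. By exposure it passed only in the 4-day set with 3 concentrations (0.85 and 0.77), which shares 0 scan days with any other exposure, while the set with 5 concentrations gave 0.08 (adjusted p = 0.668) and 0.17 (adjusted p = 0.347). In RDX worms the former was higher by 0.29 (standard error 0.0779, adjusted p = 0.0332), in 75 of 93, and the latter by 0.25 (adjusted p = 0.0755). With slide as a fixed term neither probe passed, with an adjusted p of 0.272 and 0.525 for TNT, where the other alternatives reached down to 5.95e-06 and 2.14e-06, and of 0.101 for the former in RDX worms, in a range from 0.0255. The paper states from Table S3 that most of the 58 genes respond to a single toxicant.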

Forty-two genes (72%) have meaningful annotation with a wide range of biological functions spanning from antioxidant response (COX4 and NADH-coenzyme Q reductase) to spermatogenesis (evcp-2) and GABA receptor modulator (DBI, also known as Acyl-CoA-binding protein or ACBP). Three of the top 10 ranked genes, PTB, DBI and SOD, have previously been shown being altered by TNT [7] or RDX [8]. 

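Polypyrimidine tract binding protein (PTB) was lower in RDX worms by 0.24 (log2 -0.24, standard error 0.0571, adjusted p = 0.0167 in limma), and 102 of 120 worms lay below the control mean. In TNT worms its change of 0.15 (standard error 0.0586) did not pass (adjusted p = 0.0828), with 69 of 96 worms above the control mean, and passed only from the authors' table without a log transformation (adjusted p = 0.0441, in a range up to 0.979 over the alternatives). Superoxide dismutase (SOD) was higher in TNT worms by 0.33 (standard error 0.0721, adjusted p = 0.000906), in 80 of 96 worms, and unchanged beyond its error in RDX worms (-0.01, adjusted p = 0.956). Within slides neither gene passed. The change of PTB in RDX worms was then -0.14, with the highest adjusted p of its alternatives (0.0157 to 0.192). That of SOD in TNT worms was 0.21, again with the highest adjusted p (0.000369 to 0.271). Diazepam binding inhibitor (DBI) had a value in only 17 controls, 37 TNT and 75 RDX worms and did not differ (0.01, adjusted p = 0.977, and 0.14, adjusted p = 0.747), but its effect differed between exposures for TNT (adjusted p of the interaction 0.00337) and for RDX (0.000459).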

Two probes targeting two highly similar transcripts coding for evcp-2, a gene expressed specifically in the anterior segments of sexually mature earthworms [41], take the 10^th^ and the 28^th^ positions on the optimal gene list, suggesting that both TNT and RDX may affect spermatogenesis. 

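Both evcp-2 probes were higher in RDX worms, the higher ranked by 0.79 (log2, standard error 0.191, adjusted p = 0.0177 in limma) in 91 of 120 worms and the lower ranked by 1.00 (standard error 0.276, adjusted p = 0.0353) in 74 of 114. With slide as a fixed term these changes were 1.07 and 1.34, and both passed. The controls of both fits included the day-0 worms, which had no treated counterpart. For the higher ranked probe these worms lay at -1.30 (log2), against 0.85 in the original 4-day controls. Day-0 controls shared slides with 4-day RDX worms, so both changes also hold a difference between times. In TNT worms the changes of 0.53 (adjusted p = 0.0673) and 0.56 (adjusted p = 0.214) did not pass, though the former did with slide as a random term (adjusted p = 0.0309, in a range up to 0.442 over the alternatives). The effect of TNT differed between exposures (adjusted p of the interaction 0.00094 and 0.00205). In the 4-day set with 5 concentrations both probes were lower than in the original controls, by -0.82 (standard error 0.298, adjusted p = 0.0469) and -1.12 (standard error 0.369, adjusted p = 0.0274), and 5 worms of 40 and 5 of 38 lay above the control mean. In the set with 3 concentrations they were higher than in the repeat controls by 1.37 (standard error 0.314, adjusted p = 0.00254) and 1.34 (standard error 0.370, adjusted p = 0.0115), in 24 of 24 and 21 of 22 worms. That set shared 0 scan days with any other exposure and no slide with a control, so this rise and the interaction are confounded with scan day and slide. In a fit of the 4-day TNT sets and their controls alone these opposite signs held under 6 settings of the values, but the fall in the set with 5 concentrations failed the adjusted p for both probes in 3 of them, with values from 0.0436 to 0.0970 and from 0.0384 to 0.123 over the 6. The controls themselves differed, with the higher ranked probe lower in the repeat than in the original 4-day controls (log2 -1.78, exact permutation test, two-sided p = 0.000777). In the original 4-day RDX exposure the probes were higher by 0.48 (adjusted p = 0.188) and 0.67 (adjusted p = 0.0893), in the repeat by 1.09 (adjusted p = 0.00161) and 1.34 (adjusted p = 0.000359). At 14 days the change was 0.40 and 0.19 for TNT and 0.04 and -0.15 for RDX, none past the adjusted p. From the places of the probes on the list, the paper proposes that TNT and RDX both affect spermatogenesis.

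**Figure D2:**
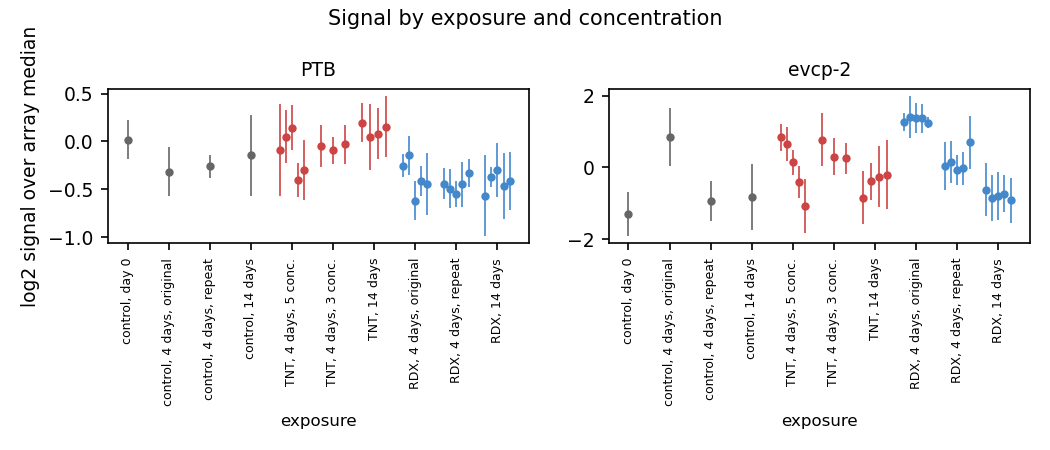
Log2 signal relative to the array median (vertical axis) of PTB and of the higher ranked evcp-2 probe, as mean ± SD of the 8 worms of each group, with concentrations in increasing order within each exposure (horizontal axis). The original 4-day controls lie at 0.85 for evcp-2 and the repeat 4-day controls at -0.93.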

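The higher ranked HSP70 probe was higher in TNT worms by 0.72 (log2, standard error 0.145, adjusted p = 0.000348 in limma), in 85 of 96 worms, and by 1.02 (standard error 0.208, adjusted p = 0.00752, the highest of its alternatives, which reached down to 9.98e-05) with slide as a fixed term. In RDX worms it changed by 0.11 (adjusted p = 0.733). The other HSP70 probe fell by 0.24 in TNT and 0.33 in RDX worms (adjusted p = 0.281 and 0.138), and its effect differed between exposures (adjusted p of the interaction 4.92e-05 for TNT and 0.0111 for RDX). In RDX worms it passed with slide as a fixed term (log2 -0.52, adjusted p = 0.0446, in a range up to 0.149 over the alternatives). TCTP was higher in RDX worms by 0.23 (standard error 0.0755, adjusted p = 0.0707), in 84 of 117, and changed by 0.06 in TNT worms (adjusted p = 0.702). From the authors' table its change in RDX worms passed, with 0.27 (adjusted p = 0.0454, in a range of 0.0415 to 0.292 over the alternatives).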

On the list, there are also several stress-responding genes such as HSP70 (#13 & #41) [42] as well as cancer-related genes such as TCTP (#57) [43]. It is worth noting that six genes, PTB (#1) [44], DDX46 (#3) [45], EF2 (#15 & #34) [46], hnRNP K (#16) [47], and eRF1 (# 26) [48] are all involved in mRNA splicing or processing and RNA translation initiation or termination, indicating alteration of mRNA secondary structure and protein synthesis may be targeted by both TNT and RDX. 

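Both EF2 probes were higher in TNT worms, the higher ranked by 0.63 (log2, standard error 0.132, adjusted p = 0.000548 in limma) in 76 of 93 worms and the lower ranked by 0.72 (standard error 0.132, adjusted p = 9.86e-05) in 65 of 74. The probe of eRF1 was higher by 0.36 (standard error 0.0737, adjusted p = 0.000382) in 87 of 96. That of hnRNP K was lower by 0.40 (log2 -0.40, standard error 0.0819, adjusted p = 0.000421) in 77 of 92, and DDX46 did not pass (0.15, adjusted p = 0.282). The fall of hnRNP K passed only in the 4-day set with 3 concentrations (log2 -0.81, adjusted p = 3.07e-06), which shared 0 scan days with any other exposure. The change of hnRNP K was 0.03 (adjusted p = 0.898) in the set with 5 concentrations and -0.17 (adjusted p = 0.747) at 14 days. Over all RDX worms none of these 5 probes passed, with adjusted p from 0.109 for hnRNP K, lower by 0.22 (log2 -0.22), to 0.994 for eRF1. With slide as a fixed term, hnRNP K was lower in RDX worms by 0.29 (log2 -0.29, adjusted p = 0.0168, the lowest of its alternatives, which reached up to 0.146). The same term left none of the 5 past the adjusted p for TNT, with 0.059 and 0.165 for EF2, 0.128 for eRF1 and 0.461 for hnRNP K, each the highest of its alternatives, which reached down to 0.00014, 5.63e-05, 0.000186 and 0.00032. The effect of RDX differed between exposures for the higher ranked EF2 probe, DDX46, hnRNP K and eRF1, and that of TNT for hnRNP K. DDX46 was higher in the original 4-day RDX exposure (0.30, adjusted p = 0.0485) and changed by -0.22 in the repeat (adjusted p = 0.142). The probe of hnRNP K was lower in the repeat (log2 -0.38, adjusted p = 0.0125) and changed by 0.09 in the original (adjusted p = 0.655). Neither passed for 14-day RDX, and the EF2 and eRF1 probes passed in no RDX exposure. From the functions of these genes the paper proposes that TNT and RDX both target mRNA structure and protein synthesis.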

More work should be devoted to exploring biological functions and interactions of the 58 genes that may lead or be linked to toxicological effects or biochemical endpoints.

This study addresses a sophisticated issue of discovering and optimizing classifier gene sets in environmentally relevant animal models. Although a perfect or the best solution to it is yet to be found, we have demonstrated that the ISML pipeline can reduce the dimensionality of microarray datasets, identify and rank classifier genes, generate a small set of classifier genes, produce an SVM classification model with high accuracy, and select a small group of biomarker candidate genes for biological validation. This approach can also be applied to discover diagnostic biomarker genes exhibiting toxicity- or disease-dependent response in environmental species from fish and springtail to water flea and earthworm.

We report here some preliminary results of a much larger effort. Our future work include: (1) compare the performance of the ISML approach with that of other popular and existing feature selection techniques such as SVM-RFE (SVM Recursive Feature Elimination), CFS (Correlation based Feature Selection) and χ^2^ using the earthworm dataset and other microarray datasets; (2) validate the final 58- gene set using other experimental methods such as real-time quantitative PCR, (3) further test the classifiers in field samples; (4) identify TNT/RDX concentration-related classifier genes; and (5) validate the biochemical outcome regulated by the biomarker candidate genes. We believe that these consorted efforts will lead us to discovery of novel biomarker genes useful for environmental risk assessment.

## Supporting Information

Table S1 Treatment information of 248 earthworm samples and expression data of the 869 differentially expressed genes.
(3.97 MB XLS) Click here for additional data file.

Table S2 Array oligo probe ID, target gene ID, probe and their target gene sequences, overall weight, functional annotation, and treatment(s) that altered the gene expression.
(0.32 MB XLS) Click here for additional data file.

Table S3 The optimized set of 58 classifier genes as an output of the ISML pipeline
(0.12 MB DOC) Click here for additional data file.

# Supplementary material for: Identification and Optimization of Classifier Genes from Multi-Class Earthworm Microarray Dataset
**Source:** PLoS One. 2010 Oct 28;5(10):e13715. doi: 10.1371/journal.pone.0013715
**Supplement:** Table S3 — The optimized set of 58 classifier genes as an output of the ISML pipeline (0.12 MB DOC)

**Table S3 -** The optimized set of 58 classifier genes as an output of the ISML pipeline

a See Tables S1 and S2 for more sequence and annotation information of the probes and their target genes.

b Rank indicates the weight-of-significance ranking among the 354 classifier genes.

How the deposited data were processed for this re-analysis (not part of the article)

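Gene expression was measured in 248 earthworms (Eisenia fetida) on one-colour Agilent arrays with 15208 gene probes and 536 control spots, 1 worm per array. There were 31 treatment groups of 8 worms, made up of 32 controls, 96 worms exposed to TNT and 120 exposed to RDX. The mapping of arrays to conditions followed the sample labels. Where these and the methods differ, on which 4-day TNT exposure was the original and on the RDX concentrations of the repeat, both readings were carried for the former and only the order of concentrations was used for the latter. The comparisons, tests, named genes and alternatives were fixed before the data were examined, apart from those said to be chosen later.

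The scanner files that the authors deposited give for each spot an intensity, which the scanner software of the authors had corrected for background (processed signal), beside the mean signal and background, all in fluorescence units, with the software's calls on uniformity, saturation and signal over background. The intensity values in the table that the authors deposited had been normalized by them, with one value per probe and array described as relative RNA concentration over the median of the array. The table was checked against the scanner files. On the log2 scale each column is a straight line of the log2 processed signal of its own array, and the columns of Table S1 that were held equal those of the table. The software version in the files differs from that in the paper. The median processed signal of an array ranged from 235 to 2161 fluorescence units.

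The processed signal was taken on the log2 scale, spots called non-uniform were set to missing, and the median of each array was subtracted. Probes uniform and well above background on at least 124 arrays were tested. Moderated t and F statistics were computed with the empirical Bayes variance estimate of limma 3.58.1 in R 4.3.3. They equal those of lmFit and eBayes for probes without missing spots and differ slightly for other probes when several classes are compared, where 361 of 364 calls for the 4-day TNT set with 5 concentrations were shared by both ways of computing. For each of 10 comparisons, the p value for a call was the lowest, over 100 permutations of the class labels, of the smallest p that would have admitted more than 10 probes. This keeps at most 10 false positives with 99% confidence. The procedure was tested on simulated data. Since the criterion rests on 100 permutations it varies with the draw, and 2 other draws, of which one was made in a first exploration, are reported as settings. Blocks for slide and scan day were fitted as fixed terms, and slide also as a random term with statmod 1.5.0. Fits with a block used the p value of the fit without it. Single concentrations were not compared one by one.

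Classification used scikit-learn 1.9.0 in Python 3.11.15, with numpy 2.4.6, pandas 2.3.3 and scipy 1.17.1. The SVM was linear with cost 1 and one class against one, each gene scaled between 0 and 1 on the training folds and missing values replaced by the training mean. Accuracy is the mean over 20 partitions into 10 stratified folds (5 partitions for trees and for growing sets of genes), and 95% intervals are Wilson intervals on the 248 worms, which do not cover the dependence of worms on a slide. K-means used 3 clusters, 50 starts and genes scaled between 0 and 1, with clusters matched to classes so that most worms fall in their own. Trees were ensembles of 10 CART trees, boosted at 3 levels or bagged without pruning, since the programs of the paper were not used here. Gene lists and weights were those of Tables S1 to S3. In 1000 draws, 100 for held-out slides and groups, as many probes were taken at random from outside the 869. K-means on these draws used fewer starts than on the real lists. Genes chosen on training arrays were chosen by a plain F statistic without moderation, after missing values were filled, not by the trees of the paper.

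The alternatives were the 75th percentile of each array or quantile normalization in place of the median, normexp background correction with an offset of 50, spots outside the linear range set to missing, the authors' table on the log2 scale or not log-transformed, no filter on probes, a Benjamini-Hochberg adjusted p under 0.05, blocks, held-out slides and treatment groups, genes chosen on training folds, random probes, weighted errors, genes centred on their slide, single starts and entropy in place of the Gini index. Genes named in the text are those the paper names by probes in Table S3, the 14 genes with an overall weight of at least 1.0, and the probe with the smallest p of each comparison, 33 probes in all. Probes singled out otherwise are said to be so. The selection of genes by the trees of the paper, its iterative optimization, and the functions of genes were not analysed here.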

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

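The tests of chance and of slides for the difference between the 4-day control groups, the tests of the evcp-2 level in controls and RDX worms and of its scan days and that of the probes outside Table S1 were chosen only after the result was seen.

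In groups of 8 worms, a value was taken as far from the others when its gap to the nearest exceeded Dixon's 95% critical value, which chance exceeds in about 1.55 of 31 groups for each measure. The median log2 signal of 1 array, 7.88 in replicate 8 at 6 mg/kg of the 4-day TNT set with 3 concentrations, was far below the others. The share of probes well above background was far below the others in 8 groups. In the 14-day RDX exposure it was 99.3% in replicate 1 at 128 mg/kg and 98.1% in replicate 9 at 64 mg/kg. In the 14-day TNT exposure it was 97.46% in replicate 5 at 24 mg/kg and 97.9% in replicate 8 at 48 mg/kg. In the 4-day TNT set with 5 concentrations it was 97.6% in replicate 8 at 12 mg/kg and 98.6% in replicate 1 at 48 mg/kg. In the set with 3 concentrations it was 99.1% in replicate 7 at 12 mg/kg and 97.3% in replicate 8 at 6 mg/kg. Weak signal of the whole array may account for some of these arrays, since 4 of the 8 were also the lowest of their 8 in median signal where chance gives 1. The other arrays were not, so weak signal of the whole array is not the cause for all. No biological explanation was tested.

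The log2 signal of PTB was far below the others in 3 of 31 groups, against 1.55 by chance. It was -0.42 in replicate 3 of the day-0 controls, -1.12 in replicate 9 at 128 mg/kg of the original 4-day RDX exposure and -0.51 in replicate 9 at 24 mg/kg of the 14-day TNT exposure. Neither a technical nor a biological explanation was tested for these worms.

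The effect of TNT against the controls of the same time and round, with the rounds paired by the labels, differed between the exposures for 14 of the 33 probes named in the text (limma, interaction, adjusted over all probes tested). The adjusted p was 4.82e-06 for signal recognition particle, 4.92e-05 for the lower ranked HSP70 probe, 0.00062 for hnRNP K, 0.00347 and 0.0288 for the higher and lower ranked probe of NADH-coenzyme Q reductase, and 0.00337 for DBI. It was 0.00094 and 0.00205 for the higher and lower ranked evcp-2 probe, and 0.0172 for a signal peptide. For 5 probes of unknown function it was 0.0283, 0.0487, 0.00062, 0.0227 and 0.000661.

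The effect of RDX differed between the exposures for 16 of the 33. The adjusted p was 4.70e-05 for signal recognition particle, 0.0111 for the lower ranked HSP70 probe, 0.0352 for the higher ranked EF2 probe, 0.00500 for DDX46, 0.00226 for the delta chain of ATP synthase, 0.0283 for hnRNP K, 0.0278 for eRF1 and 0.000459 for DBI. It was 0.0452 and 0.00579 for the higher and lower ranked evcp-2 probe. For 6 probes of unknown function it was 1.03e-06, 0.00845, 0.000584, 0.0231, 0.00284 and 9.17e-06.

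For several of these probes the sign changed between the 4-day exposures. Signal recognition particle was lower by -0.93 (log2) in the TNT set with 5 concentrations, with 0 of 40 worms above the control mean, and higher by 0.73 in the set with 3, with 23 above it. For RDX it was lower by -0.90 in the original and higher by 0.76 in the repeat exposure. DBI changed by -1.54 and 0.88 for TNT and by -1.43 and 0.85 for RDX, and the lower ranked HSP70 probe by 0.70 and -1.13 for TNT. For evcp-2, the tables argue against the scaling of the arrays as the cause, since the difference between the 4-day TNT exposures kept an adjusted p of at most 0.00684 for both probes over 6 settings. The repeat controls lay at -1.78 (log2, higher ranked probe) relative to the original ones and the repeat RDX worms at -1.17, while the TNT worms of the 2 rounds differed by 0.41. The shift was shared by controls and RDX worms, which argues against a peculiarity of the control sets alone as the whole cause, and the TNT worms are the exception. The set with 3 concentrations shared 0 scan days with any other exposure and no slide with a control, so its rise cannot be told apart from an effect of scan day or slide. Whether controls and treated worms of a round were paired rightly bears on this, and 31 of 40 worms of the set with 5 concentrations lay nearer the original than the repeat controls over the probes in which these differ, as the labels would have it. A response that depends on the range of concentrations or on the round stays open and was not tested.

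The controls, which the paper only compares with treated worms, differed from each other. Between the 4 control groups 7885 probes passed an adjusted p under 0.05, between the original and the repeat 4-day controls 5888, and between day 0 and the original 4-day controls 2267. A random grouping of single arrays can be excluded for each, since 1 of 101 groupings of the arrays, the real one, gave as many. Between day 0 and 4 days, the 8 controls of each lay on the same 8 slides, and with slide as a block 1726 probes passed, 1559 of them among the 2267, which argues against slides and scan days as the whole cause. Time in the soil may account for that difference, which was not tested further. On each of these slides the 4-day control lay in the column right after that of the day-0 control. Position on the slide therefore cannot be told apart from time. The original and the repeat controls shared 0 slides and 0 scan days, so that slides, scan days and the round of the exposure cannot be told apart for them.

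Outside the genes of Table S1, 122 probes were called in at least 1 of the 8 comparisons, and 3775 of the 13917 tested passed an adjusted p under 0.05 in one. The calls outside made up 16.6% of all calls, and 5.69% when the authors' table was used on the log2 scale. The values used here, which differ from the authors' table, may therefore account for most of the calls outside. The adjusted p is a wider criterion than that of the paper, and no biological explanation was tested.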

How the results depend on the processing

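The fits with scan day as a fixed term, the second and the third draw of permutations, the 8 comparisons with an adjusted p, the tally of 4-day worms alone, and the genes chosen on training arrays with slides or treatment groups held out were chosen only after the result was seen.

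No probe named in the text changed its sign where it passed the adjusted p with or without the alternative, while the signs of some that passed under neither flipped. The share of the calls for all RDX worms that were higher went from 76.9% to 25.0% with the 75th percentile, 40.9% with quantile normalization and 8.33% from the authors' table without a log transformation. Of 660 values of the 33 probes named in the text under 10 alternatives, 608 stayed on the same side of the adjusted p of 0.05, 27 passed it only under the alternative and 25 no longer did. Of these, slide as a fixed term accounts for 7 and 14, and scan day for 5 and 5. Of 135 counts of called probes, 77 stayed within 1.5 times the count reported, and of the 70 under the 7 alternatives for the values 51 did. Without a filter on probes all 10 did. The SVM accuracies kept within the spread between partitions or their intervals in 33 of 56 cases, those of K-means in 24 of 27, and the numbers of distinct genes stayed within 1.5 times in 16 of 20. Signal over background limits little, with 99.6% of probes well above background on the median array. The cause of the moves below was not tested unless it is given.

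With the 75th percentile of each array, calls were 1 for 14-day RDX, 266 for the repeat RDX exposure and 0 for 14-day TNT, where limma gave 7 with the median and 1170 probes at an unadjusted p under 0.05, and 4 of the 58 genes were altered by both toxicants. With quantile normalization, calls were 13 for 14-day RDX, 17 for the original RDX exposure and 22 for all RDX worms. With normexp background correction, they were 4 for 14-day RDX, 20 for the original RDX exposure and 212 for the TNT set with 5 concentrations. With spots outside the linear range missing, they were 6 for 14-day RDX, 51 for all RDX worms and 45 for the TNT set with 3 concentrations. From the authors' table on the log2 scale they were 9 for 14-day RDX and 53 for all RDX worms. From that table without a log transformation they were 14 for 14-day RDX, 2 for 14-day TNT, 124 for the set with 3 concentrations, 122 for that with 5 against the original controls and 51 for all TNT worms, with 445 distinct genes in the label pairing and 4 of the 58 genes altered by both.

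The adjusted p, a wider criterion by construction where many probes differ, gave 1126 probes for all TNT and 240 for all RDX worms, 1970 and 5976 for the 5 concentrations against the original and repeat controls, 499 and 5034 for the 3 concentrations against the repeat and original controls, 0 for 14-day TNT and 1934 for the repeat RDX exposure. The distinct genes were 4628 with the label and 8751 with the methods pairing. The second draw of permutations, which changes only the p value of the criterion, gave 15 for 14-day RDX, 2 for the original RDX exposure, 32 for all RDX worms, 14 for 14-day TNT, 191 for the 5 concentrations and 591 against the repeat controls. The third gave 8, 12, 77 and 1 for the first 4 of these, 33 for the 5 concentrations and 69 for all TNT worms, with 354 distinct genes.

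With slide as a fixed term, which leaves only differences within slides, calls were 2 for 14-day RDX, 6 for the original and 233 for the repeat RDX exposure, 4 for 14-day TNT, 30 for the 5 concentrations and 2 for all TNT worms. Of the 58 genes, 11 were altered by RDX only, 6 by TNT only and 1 by both. This term could not be fitted for the 3 concentrations against either controls or the 5 concentrations against the repeat controls. With slide as a random term, calls were 1 for 14-day RDX, 619 for the 5 concentrations against the repeat controls and 77 for all TNT worms, and 7 of the 58 genes were altered by both. With scan day as a fixed term, calls were 1 for 14-day RDX, 14 for the original RDX exposure, 24 for all RDX worms, 4 for 14-day TNT, 137 for the 5 concentrations and 99 against the repeat controls, and 12 of the 58 genes were altered by RDX only. It could not be fitted for the 3 concentrations. With the replicate number as a block, calls were 18 for the original RDX exposure, 4 for 14-day TNT, and 615 and 37 for the 3 concentrations against the original and repeat controls. The replicate numbers do not pair worms, since deviations from group means correlated by -0.00493 for arrays of the same number on different slides and by -9.16e-05 for those of different numbers, so this block only takes away degrees of freedom.

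For the 58 genes, the 8 comparisons of the methods gave 4 altered by both toxicants, and with an adjusted p 12 by RDX only and 18 by both. Without the fold filter, the share of calls found by analysis of variance was 92.3% for all RDX and 96.4% for all TNT worms, and the filter removes small changes by construction.

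For the SVM with 354, 39, 58 and 16 genes, centring each gene on its slide gave 46.6%, 50.0%, 47.6% and 51.7% correct, which removes class differences by construction. Holding out treatment groups gave 77.4%, 72.2% and 69.4% with 354, 58 and 16 genes. Genes chosen on the training folds gave 77.2%, 67.3%, 69.2% and 65.9% with 354, 39, 58 and 16, chosen with slides held out 69.8%, 56.9%, 58.5% and 59.3%, and with treatment groups held out 70.6%, 56.0%, 61.3% and 60.1%. Random probes gave a median of 73.0%, 65.7%, 67.3% and 60.1%, and in K-means 40.7%, 39.9% and 40.3% with 30, 58 and 31. Bagged trees with slides held out gave 70.4%. Of the treated worms that the SVM with 39 genes classified as control, 50.0% were 4-day worms at the 3 lowest concentrations, and these were 4 worms in all. For K-means with 30 genes, 4-day worms alone gave the same share of 70.0%, which did not differ from that of the 4-day worms clustered elsewhere (two-sided Fisher's exact test, p = 0.591).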

Differences from the paper's values

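The settings with scan day as a fixed term and the second and the third draw of permutations were chosen only after the result was seen.

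For the SVM with 39 genes, the paper's accuracy for the control class is 90.6%, and 35.3% was found here. Of the alternatives set before the data were examined, errors weighted inversely to class size gave 73.3%, within 1.5 times the paper's value, and none of the others reached it. With 58 genes the paper's value is 81.3% and 39.7% was found. Weighted errors gave 72.5%, and none of the other alternatives set before the data were examined came as close.

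For K-means with 30 genes, the paper's accuracy for the control class is 68.8% and 25.0% was found. Of the alternatives set before the data were examined, only centring each gene on its slide came within 1.5 times, with 59.4%. The paper's precision for that class is 24.7% and 11.8% was found, and none of those alternatives came within 1.5 times. With 58 genes the paper's accuracy for the control class is 68.8% and 25.0% was found, and centring on slides gave 56.3% while the other alternatives set before the data were examined did not come within 1.5 times. The paper's precision there is 23.9% and 11.3% was found, and none of those alternatives came within 1.5 times.

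The paper's total is 869 distinct genes. With the controls paired as the methods give them 1997 were found, and none of the alternatives set before the data were examined came within 1.5 times. The pairing of the labels gave 735, and the shares in Table S1 given below argue for it as that of the paper's lists. The paper's lowest share of a list found by analysis of variance is 85%, and 21.9% was found here for all TNT worms. Without the fold filter, an alternative set before the data were examined, the lowest was 84.1%.

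For all RDX worms the paper's count is about 34 in Fig. 2, read by eye, and 13 were called here. Of the alternatives set before the data were examined, 51 were called with spots outside the linear range missing, and no other came within 1.5 times. The second draw of permutations (32) and scan day as a fixed term (24), chosen after seeing the values, did. For the 5 concentrations of TNT against the repeat controls the paper's count, if it used the methods' pairing, would be about 100 in Fig. 2, read by eye. Here 974 were called. None of the alternatives set before the data were examined came within 1.5 times, and scan day as a fixed term, chosen after seeing the values, gave 99. For the 3 concentrations against the original controls the paper's count would likewise be about 290 in Fig. 2, read by eye. Here 1099 were called, with none of the alternatives within 1.5 times. The shares of such lists in Table S1, given below, argue against this pairing as that of the paper's lists. The counts 974 and 1099 may therefore not stand against like comparisons. With the pairing of the labels, 364 were called for the original exposure, where the paper's count is about 290 in Fig. 2, read by eye, and 69 for the repeat, where it is about 100 in Fig. 2, read by eye, both within 1.5 times.

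For 14-day TNT the paper's count is about 11 in Fig. 2, read by eye, and 7 were called. Among those set before the data were examined, normexp background correction and the authors' table on the log2 scale gave 8 each, and the others did not come within 1.5 times. The second draw of permutations, chosen after seeing the values, gave 14. For the repeat RDX exposure the paper's count is about 290 in Fig. 2, read by eye, and 149 were called. Of the alternatives set before the data were examined, the 75th percentile gave 266, slide as a fixed term 233 and slide as a random term 212, and the others did not come within 1.5 times, while the second draw, chosen after seeing the values, gave 208. For 14-day RDX the paper's count is about 10 in Fig. 2, read by eye, and limma gave 0 calls here, with 1950 probes at an unadjusted p under 0.05. Among those set before the data were examined, quantile normalization gave 13, the authors' table 9 on the log2 scale and 14 without it, and the others did not come within 1.5 times. The second and the third draw, chosen after seeing the values, gave 15 and 8.

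The paper's number of genes of the 58 that respond to RDX only is 22, and 7 were found. None of the alternatives set before the data were examined came within 1.5 times, while slide or scan day as a fixed term with p adjusted over the list alone, chosen after seeing the values, gave 20 and 21. The paper's number that respond to both toxicants is 4, and 2 were found. Of the alternatives set before the data were examined, the 75th percentile, the authors' table without a log transformation and the 8 comparisons of the methods gave 4 and quantile normalization 3, and the others did not come within 1.5 times. Scan day as a fixed term, chosen after seeing the values, gave 3, and slide as a fixed term with p adjusted over the list alone, also chosen after seeing them, gave 5.

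The paper states that control and RDX accuracy moved in opposite directions at several steps of the clustering, and this was found at the 11th and 13th gene and not at the 2nd, 5th, 7th and 9th. It states that the control class lost accuracy as genes were added beyond the 250th, where 61.9% of controls were correct with 250 genes and 67.5% with all 354 here. It states that the later genes of the list of 39 raised the control accuracy slightly, which was 36.9% with 24 genes and 35.0% with 39. TCTP did not pass the adjusted p in RDX worms (0.0707) but did from the authors' table (0.0454 on the log2 scale and 0.0415 without it).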

Other observations

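The tests of slides for the TNT and RDX calls, of the 2 control pairings, of the clusters by toxicant, of controls with treatment groups held out, of the arrays outside the class of their slide, of the direction of the RDX calls and of chance, except that for the contrast of TNT with RDX, were chosen only after the result was seen.

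For 8 of the 10 comparisons a random grouping of single arrays can be excluded as the source of the number of called probes. Only 1 of 101 groupings of the arrays, the real one, gave as many. At most 2 did in the other draws and by the adjusted p, which is not set on the groupings. The groupings moved arrays singly and broke up slides, so they cannot exclude a chance allotment of slides to classes. For 14-day TNT chance cannot be excluded, since 2 of 101 groupings gave as many in the draw reported but 13 in the third, and 0 probes passed the adjusted p in limma (7 calls, 1170 probes at an unadjusted p under 0.05). For 14-day RDX it cannot be excluded either, since all 101 did in the draw reported, where limma called 0 probes, and 1 and 3 in the others. For the 58 genes, 34 were altered in the fit of 3 classes and 38 differed between TNT and RDX, with 1 of 101 groupings as high in both cases. The list was chosen on these worms for separating the classes, so this cannot show that chance is excluded, and it stays open.

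On slides that hold both a control and a treated array, 0 probes passed the adjusted p for TNT, with or without slide as a block (8 slides, 13 controls and 42 TNT worms, limma, with 1 call without and 3 with the block). Of the 169 calls for all TNT worms, 165 had the same direction within slides, with a median change of 0.26 (log2) against 0.45 over all arrays. Differences between slides may account for part of the TNT calls, and with so few controls on shared slides this cannot be told apart from a weaker test. For RDX, 169 probes passed with slide as a block on 12 slides (20 controls and 72 RDX worms) and 3 without it, and all 13 calls kept their direction, which argues against slides as the whole cause.

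The accuracy of the SVM with 39 genes was 79.9% in 10-fold cross-validation. With each slide held out it was 77.4% and with each treatment group held out 75.8%, and the highest of 1000 random lists of 39 probes reached 76.6%. The list was chosen on all of these worms, slides and groups, so resemblance within slides, recognition of the treatment group and what any list of as many probes would give cannot be told apart from the toxicant by these values. The choice of genes on the same worms may account for part of the accuracy, since 67.3% were correct with genes chosen on the training folds alone, within the middle 95% of the random lists (58.5% to 71.8%), but that choice used another statistic than the paper's trees. With genes chosen in the same way and slides or treatment groups held out, 56.9% and 56.0% were correct. Among controls, 21.9% were correct with the paper's list and groups held out against 35.3% without, and 0% of the original 4-day and the 14-day controls. Most controls share their slides with treated worms. Of the 37 arrays whose class is not that of most arrays on their slide, 41.4% were given the class of the slide and 44.1% their own. With each slide held out these shares were 37.8% and 45.9%, and with each treatment group held out 48.6% and 32.4%. Most errors among the 37 went to the class of the slide. Of the 37, 32 were controls, few of which were classified correctly on any slide. These shares therefore cannot tell slide apart from class, and a part played by slides stays open.

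More probes were called when the 4-day TNT exposures were set against the controls that the methods give, 974 and 1099, than against those the labels give, 364 and 69. Of the 974 calls 89.1% differ between the 2 sets of 4-day controls, against 39.8% of all probes, but both comparisons use the 8 repeat controls, so the overlap does not decide whether the difference between these controls is the cause. On the line from the original controls (0) to the repeat controls (1) over these probes, the worms of the 5 concentrations lay at 0.16 on average, with 31 of 40 nearer the original controls, and those of the 3 concentrations at 0.86, with 23 of 24 nearer the repeat controls. The original and repeat RDX exposures lay at 0.09 and 0.79. This is in line with the pairing of the labels, but the 10 worms of the 5 concentrations scanned on a day of the repeat controls lay at 0.39 and the other 30 at 0.08, and whether scan day, concentration or the spread between worms accounts for this was not tested. The lists were also taken as long as those in Fig. 2 from the authors' table on the log2 scale. In the label pairing, 100% of each list then lay among the genes of Table S1. In the methods pairing, 34% and 17.6% of the 4-day TNT lists did. Table S1 combines the lists of the paper, so these shares argue against the methods pairing as the source of its 4-day TNT lists. The set with 3 concentrations shared 0 scan days with any other exposure, so its 69 calls cannot be told apart from an effect of its scan day.

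Treated worms in the control cluster of K-means with 30 genes were all 4-day worms, 70.0% of them at the 3 lowest concentrations, against 66.7% of all treated 4-day worms. For RDX, a candidate explanation is that the clusters follow the exposure round and time, since all 40 worms of the original 4-day exposure were in it, 100% of those above the 3 lowest concentrations among them, together with all 8 original 4-day controls. For TNT, 0 of the 16 worms of the 5 concentrations above the 3 lowest were in it, which argues against round and time alone and leaves the concentration open. Over both toxicants together, concentration and round cannot be told apart in this tally.

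The direction of the RDX calls differed between scalings, with 76.9% of 13 calls higher in RDX worms with the median of each array and 25.0% of 16 with its 75th percentile. That few probes move this share is argued against as the whole cause, since over all probes past the adjusted p the share also moved, from 42.9% to 22.0%. The median change of all probes stayed within 0.1 under the scalings run, at 0.03 and 0.08 for TNT and 0.00 and -0.03 for RDX under these 2 scalings. No biological explanation was tested.

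Within an exposure, the share of probes that differed between its slides at an adjusted p under 0.05 was 4.41% for 14-day RDX, 6.28% for the original and 8.71% for the repeat RDX exposure, 9.87% for 14-day TNT, 12.3% for the 5 and 0.00676% for the 3 concentrations of TNT.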
